A study of Mus musculus with 8 samples. Its data were reported in "Transcription factor switching drives subtype-specific pancreatic cancer" (2025).

How the data were processed

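Hi-ChIP joins chromatin conformation capture with chromatin immunoprecipitation, so that contacts between distant genomic fragments are read out where a chosen protein is bound. The series held 8 samples of mouse cells, with 2 replicates in each of 4 groups. The groups were FOXA1 and HNF4G Hi-ChIP, each in a cell line derived from a primary pancreatic tumor of the KPC mouse model and in a cell line derived from a liver metastasis (liver mets). Groups were taken from the sample titles. Each group had 1 loop list, which covered both replicates, and how the replicates were joined was not stated. No value per replicate was therefore used, and no spread between replicates was calculated.

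The study names HiC-Pro, run with its defaults on the mm10 assembly, for everything from mapping to the list of usable read pairs. The restriction enzyme was DpnII, and duplicate reads were discarded at that stage. The loops came from hichipper, which followed HiC-Pro. The study names the versions of both tools. The source of the anchors and the minimum of paired reads per loop were not stated. Each list gave 2 anchors per loop with their coordinates, a value and a display score. The value per loop was deposited by the authors without a name and was taken to be the −log10 of an adjusted p, because it formed long runs of tied values, as a stepwise adjustment leaves, and ended at exactly 20. This reading of the unit rests on the values alone. The display score deposited by the authors was 10 times the whole part of the value plus 1 in every loop of all 4 lists, so it added no information. The value was used to rank and filter loops within a list. Lists were also compared at common minimum values, and the values of named loops were set side by side. The tied values differed between lists, so the same value need not stand for the same evidence in different lists.

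The tied values set limits on such filters. In the FOXA1 liver mets list 18323 loops had a value of 1.87 and 13442 had 0.0889, and these runs made up 25.3% of the list. They made up 29.6% of the FOXA1 tumor list, 30.9% of the HNF4G liver mets list and 32.4% of the HNF4G tumor list. The value also followed the span of the loop. Between 1000 and 2000 kb, 96.6% of FOXA1 liver mets loops, 97.8% of FOXA1 tumor loops, 98.4% of HNF4G liver mets loops and 97.8% of HNF4G tumor loops had exactly the higher of the 2 tied values of their list. A minimum of 2 lay above both tied values in every list and left 11719, 8164, 5634 and 5587 loops in the FOXA1 liver mets, FOXA1 tumor, HNF4G liver mets and HNF4G tumor lists.

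Chromosome lengths and genes came from GRCm38, the assembly that mm10 names, with the GENCODE M21 annotation. All loops ended inside the chromosomes of this assembly. Coordinates are given counting from 1. The 30542 anchors of the 4 lists combined never overlapped without being identical, and 24849 of them (81.4%) were used in all 4 lists. Loops were called shared when both anchors overlapped by at least 1 bp. Because the anchors were common to all lists, this meant identical anchor pairs. The span of a loop was the distance between anchor midpoints, and loops of 100 kb or more were called long. An anchor was called a promoter anchor when a transcription start lay within 2 kb of it. The region around Myc and Pvt1 reached from the start of Myc to the end of Pvt1 with 500 kb added on each side, and both anchors of a loop had to lie inside it. Windows of 1 Mb were counted by the midpoint of the loop, with 1 added to each count, and each count was divided by the number of loops in its list before taking the log2 ratio. A window log2 ratio is therefore a ratio of shares, and it is lower for FOXA1 than the counts alone would give because the liver mets list is the longer one.

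Lists were compared by ratios and shares with 95% intervals. Ratios of loop numbers had exact (Clopper-Pearson) intervals given the sum of the 2 counts, shares had Wilson intervals and differences of shares had Newcombe intervals built from them. The odds of a promoter anchor were compared within span ranges by a Mantel-Haenszel odds ratio with a Robins-Breslow-Greenland interval. The odds ratio of listed anchor pairs, over all pairs of the anchors of the 4 lists in a span range, had a Woolf interval. All of these cover counting error only, treat loops as independent although loops share anchors, and say nothing of the variation between cultures. With 1 list per group no test between groups was run. Sequencing depth and paired reads per loop were not analysed here, so the planned sums of paired reads, the strength of shared loops and the corrections for depth were not calculated, and the precision set by depth is unknown.

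Loops named in the text were to be the 3 with the most paired reads per list. Without paired reads, the 3 with the highest value were taken, with ties ordered by chromosome and start. Since the top value was tied, these were the first such loops along chromosome 1. The anchor with the most loops in each list was also named, as were the 3 windows with the highest and the 3 with the lowest log2 ratio per factor among windows with at least 50 loops in the lists of that factor, and the Myc and Pvt1 region. These rules, the comparisons and most alternatives were fixed before the data were examined. For the same number of highest-value loops, the number taken was the length of the shorter list divided by 2. Alternatives with a minimum value of 2, 4 or 6 or at the top value of 20 were added afterward, in place of the planned minimums of paired reads, and both kinds of odds ratio were also added afterward.

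The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The functions were tested on simulated data. Of 16000 shared loops built into simulated lists of 40000 loops, 16000 were found. Of 200 changed windows among the 928 of the FOXA1 comparison, 200 had the right direction. The changes built into those windows were larger than any window log2 ratio reported here, so smaller changes were not tested. An odds ratio of 0.8 within span ranges was recovered as 0.794 (95% interval 0.777 to 0.811). An odds ratio of 3 for listed pairs was recovered as 3.00 at high and 2.97 at low coverage, as the mean of 100 simulated sets on the log scale, and the intervals held it in 96 and 99 of them.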

Results

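Hi-ChIP for FOXA1 and HNF4G was compared between a KPC primary tumor cell line and a liver mets cell line, with 2 replicates per group combined in 1 loop list. The KPC model is a genetically engineered mouse that develops pancreatic cancer. FOXA1 and HNF4G are transcription factors, and a loop here is a pair of anchors on 1 chromosome that were joined in the Hi-ChIP library. The question was whether looping tied to each factor differed between the primary tumor and the metastatic context. The depth of the libraries is unknown, there was no replicate value per group, and all intervals cover counting error only.

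The FOXA1 lists held 125623 loops in liver mets and 104136 in tumor, a ratio of 1.21 (95% interval 1.20 to 1.22). The HNF4G lists held 78098 loops in liver mets and 76323 in tumor, a ratio of 1.02 (95% interval 1.01 to 1.03). Loops with an adjusted p of 0.05 or less, on the reading of the value given above, made up 56.4% to 58.5% of each list. Among them the ratio was 1.19 for FOXA1 (95% interval 1.18 to 1.21) and 1.005 for HNF4G (0.992 to 1.02). This cut also selected on span. It kept 100% of loops between 200 and 500 kb in all 4 lists, and 5.61% to 11.1% of those between 50 and 100 kb. At higher minimum values the FOXA1 ratio was higher than over all loops, at 1.44 for a value of 2 or more. At a value of 4 or more, 3244 liver mets and 1826 tumor loops gave 1.78, and at 6 or more the ratio was 2.12. The corresponding HNF4G counts were 1389 and 1408, and their ratio of 0.987 lay on the other side of 1 with an interval of 0.915 to 1.06. The FOXA1 ratio moved most at the top value of 20, where there were 328 FOXA1 loops in liver mets and 114 in tumor, a ratio of 2.88 (95% interval 2.32 to 3.59). For HNF4G the numbers were 76 and 111, a ratio of 0.685 (95% interval 0.505 to 0.925). All 114 of these FOXA1 tumor loops were also listed in FOXA1 liver mets, 87 of them at the top value. Counted by distinct anchors, the lists differed little, with 29572 anchors in FOXA1 liver mets, 29091 in FOXA1 tumor, 27730 in HNF4G liver mets and 27239 in HNF4G tumor. The lists drew on 30542 common anchors and each used most of them, so this count had little room to differ.

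Loop span was compared next, since the study asked about long-range looping. The median span was 163.7 kb in FOXA1 liver mets, 140.6 kb in FOXA1 tumor, 114.3 kb in HNF4G liver mets and 131.4 kb in HNF4G tumor. Long loops of 100 kb or more made up 62.3% of the FOXA1 liver mets list (Wilson 95% interval 62.0 to 62.5) and 58.6% of the FOXA1 tumor list (58.3 to 58.9), a difference of 3.67 percentage points. They made up 53.4% of the HNF4G liver mets list (53.0 to 53.7) and 56.8% of the HNF4G tumor list (56.4 to 57.1), a difference of -3.42 points. The FOXA1 difference changed direction under a minimum value, a filter that also selects on span because the value followed the span. It was -0.839 points at a value of 2 or more, -3.32 points at 4 or more and -0.784 points when the same number of highest-value loops was taken from both lists. The HNF4G difference was -2.75 points at 2 or more, and at 4 or more it was -0.929 points with an interval that included 0.

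**Figure D1:**
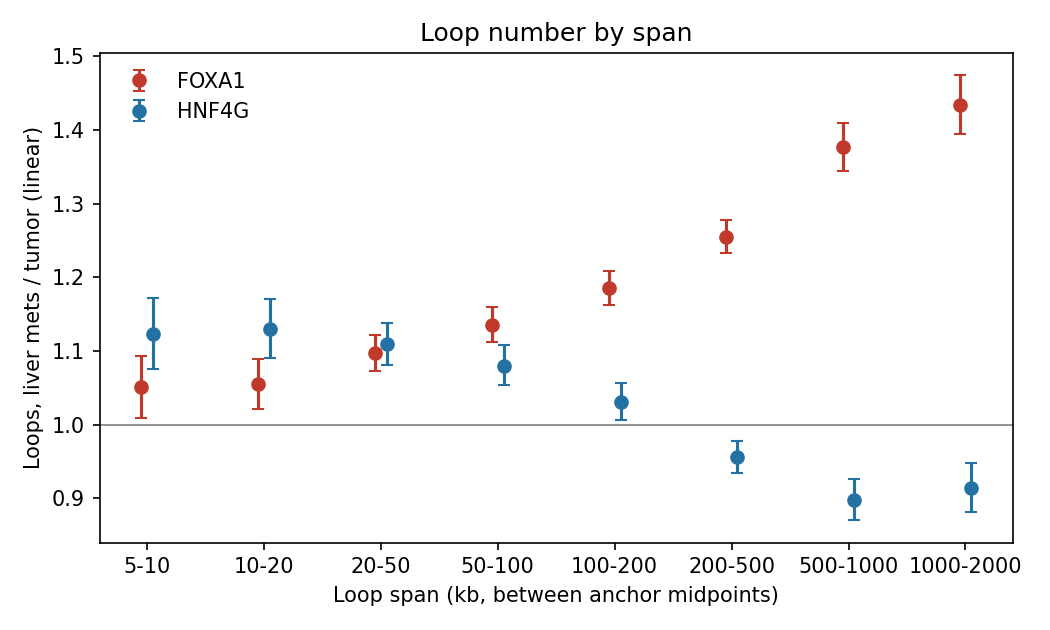
Number of loops in liver mets over tumor (linear axis) for each range of loop span in kb, with points for FOXA1 (red) and HNF4G (blue) and bars for exact 95% counting intervals. The FOXA1 ratio was 1.05 at 5 to 10 kb and 1.43 at 1000 to 2000 kb, and the HNF4G ratio was 1.12 and 0.915 in the same ranges.

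The ratio of liver mets to tumor loops was followed across spans. For FOXA1 it was 1.05 between 5 and 10 kb, 1.14 between 50 and 100 kb, 1.26 between 200 and 500 kb and 1.43 between 1000 and 2000 kb. For HNF4G it was 1.12, 1.08, 0.956 and 0.915 in the same ranges, and thus crossed 1. The share of anchor pairs listed as loops was highest at short spans, where many pairs were still not listed. Of the 6366 pairs of anchors 5 to 10 kb apart, 77.8% were listed as loops in FOXA1 liver mets, 74.1% in FOXA1 tumor, 70.0% in HNF4G liver mets and 62.4% in HNF4G tumor. Of the 525914 pairs 1000 to 2000 kb apart, 2.29%, 1.60%, 1.06% and 1.16% were listed.

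To ask how far the same contacts were found, loops were matched between lists. FOXA1 liver mets and tumor shared 42760 loops, 41.1% of the smaller list (Wilson 95% interval 40.8 to 41.4). HNF4G liver mets and tumor shared 25669 loops, or 33.6% (33.3 to 34.0). FOXA1 and HNF4G shared 29534 loops in tumor, or 38.7% (38.4 to 39.0), and 34963 loops in liver mets, or 44.8% (44.4 to 45.1). These shares moved most when anchors were widened by 5 kb on each side, to 64.0% for the FOXA1 pair. Of 249200 distinct loops, 163466 (65.6%) were in 1 list only and 13168 (5.28%) were in all 4. The share of common loops fell with span, as did the share of anchor pairs listed. Between 5 and 10 kb the FOXA1 lists shared 82.7% of the smaller list and the HNF4G lists 78.4%, and between 1000 and 2000 kb they shared 5.92% and 3.33%. The odds ratio of an anchor pair being listed in liver mets when it was listed in tumor differed less between these ranges. For FOXA1 it was 2.71 (95% interval 2.39 to 3.07) between 5 and 10 kb and 2.76 (2.52 to 3.03) between 1000 and 2000 kb. For HNF4G it was 2.85 (2.55 to 3.18) and 2.99 (2.58 to 3.47), with its highest value of 3.42 (3.15 to 3.72) between 500 and 1000 kb.

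**Figure D2:**
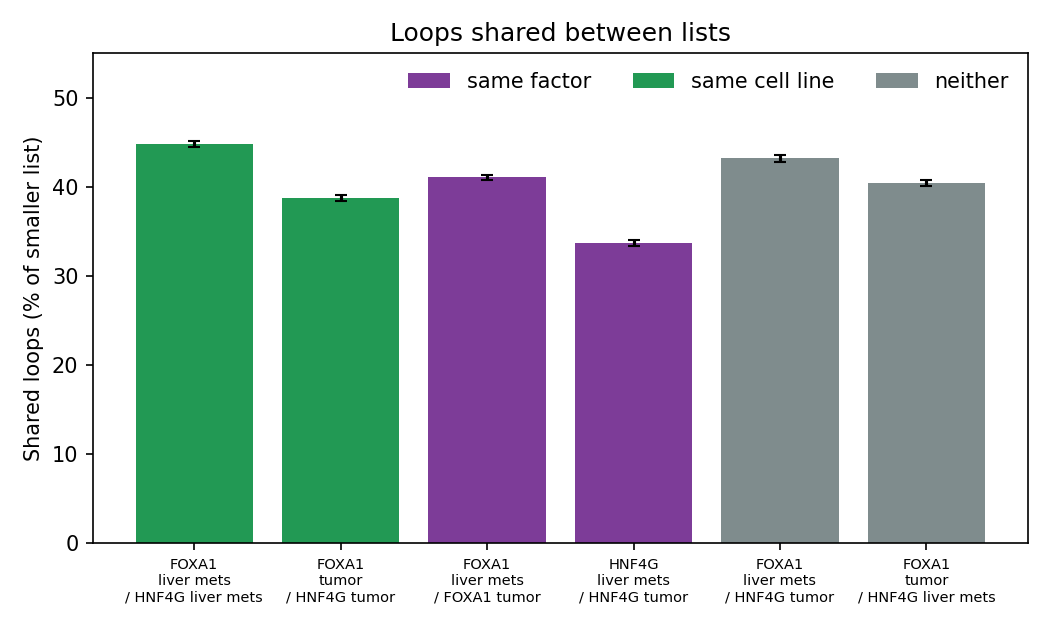
Loops shared between each pair of lists as a percentage of the smaller list, with Wilson 95% counting intervals, for pairs with the same cell line (green), the same factor (purple) or neither (gray). Shares ran from 33.6% for the HNF4G pair to 44.8% for both factors in liver mets, and pairs with neither in common reached 43.2% and 40.4%.

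Contacts with promoters were compared because the study spoke of enhancer–promoter looping. The study's figure by range took loops near upregulated transcripts. Here all annotated starts were used and loops with both anchors at promoters were included, so the sets are unlike. Of all 30542 anchors, 13819 (45.2%) were promoter anchors. Loops with 1 or both anchors at a promoter made up 71.0% of the FOXA1 liver mets list and 72.2% of the FOXA1 tumor list, a difference of -1.21 percentage points (95% interval -1.58 to -0.841). They made up 73.4% of the HNF4G liver mets list and 76.1% of the HNF4G tumor list, a difference of -2.69 points (-3.13 to -2.26). The number of FOXA1 promoter loops was 89230 in liver mets and 75229 in tumor, a ratio of 1.19, while FOXA1 loops with no promoter anchor had a ratio of 1.26. The number of HNF4G promoter loops was 57348 in liver mets and 58100 in tumor, a ratio of 0.987 (95% interval 0.976 to 0.999), while HNF4G loops with no promoter anchor had a ratio of 1.14 (1.12 to 1.16). The share of loops with exactly 1 promoter anchor did not differ detectably, at 0.0879 points for FOXA1 (-0.320 to 0.496) and -0.0907 points for HNF4G (-0.586 to 0.405).

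The study showed the Myc region as an example. Myc lies on the plus strand of chromosome 15 at 61985391 to 61990374, and the noncoding gene Pvt1 at 62037986 to 62378096. Within 61485391 to 62878096 there were 213 loops in FOXA1 liver mets (exact Poisson 95% interval 185 to 244), 141 in FOXA1 tumor (119 to 166), 118 in HNF4G liver mets (97.7 to 141) and 79 in HNF4G tumor (62.5 to 98.5). The ratio of liver mets to tumor was 1.51 for FOXA1 (95% interval 1.22 to 1.88) and 1.49 for HNF4G (1.11 to 2.01). After division by the size of each list the ratios were 1.25 (1.01 to 1.56) and 1.46 (1.09 to 1.97). Of these loops, 25 in FOXA1 liver mets, 23 in FOXA1 tumor, 22 in HNF4G liver mets and 15 in HNF4G tumor ended at the Myc promoter anchor, at 61982799 to 61989222. Counting also its loops that left the region, this anchor had 35, 30, 25 and 21 loops. Of 302 distinct loops in the region, 30 were in all 4 lists and 149 in 1 list only.

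**Figure D3:**
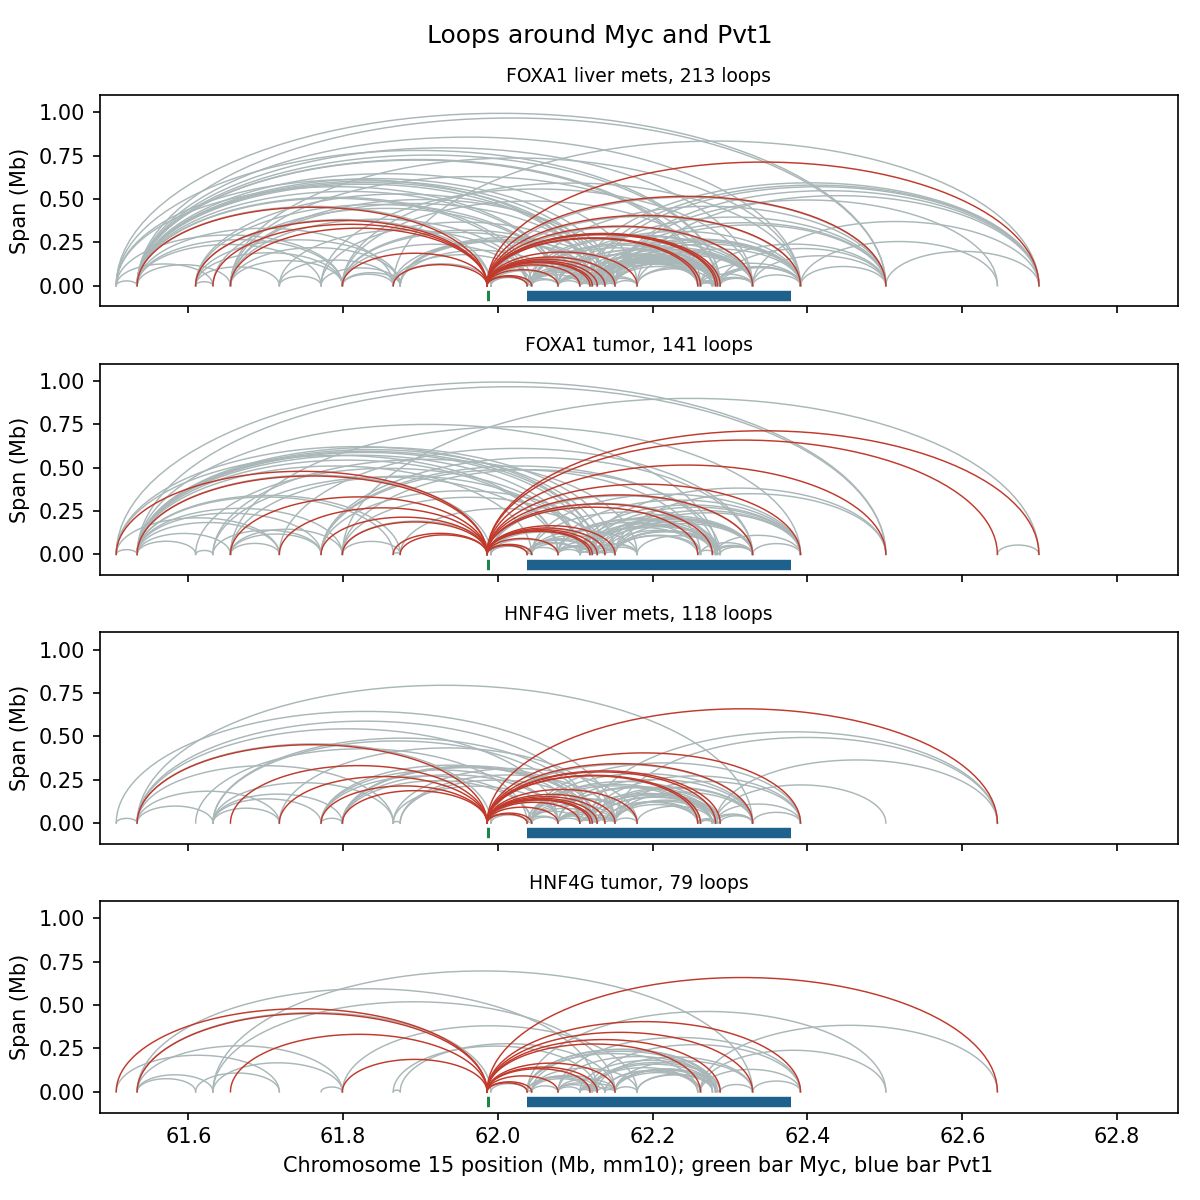
Loops with both anchors between 61485391 and 62878096 on chromosome 15 (mm10, axis in Mb), drawn as arcs whose height is the span in Mb, with the 25, 23, 22 and 15 loops of the Myc promoter anchor in red, Myc as a green bar and Pvt1 as a blue bar. The 4 panels hold 213, 141, 118 and 79 loops for FOXA1 liver mets, FOXA1 tumor, HNF4G liver mets and HNF4G tumor.

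Loops per chromosome were compared as shares of each list. The ratio of shares, liver mets over tumor, lay between 0.960 (chromosome 17) and 1.25 (chromosome X, 258 and 171 loops) for FOXA1 and between 0.908 (chromosome 10) and 1.09 (chromosome 14) for HNF4G. The interval left out 1 on 5 chromosomes for FOXA1 and 8 for HNF4G, and on 0 chromosomes did both factors leave it out on the same side. Across the 20 chromosomes, which are not independent replicates, the log2 ratios of the factors had a Pearson r of -0.0733 and a Spearman rho of 0.105. Without chromosomes 18 and X, which lay farthest from the FOXA1 median, r was 0.0945, and with autosomes only it was 0.262. With all chromosomes r was 0.423 for loops with a value of 2 or more and -0.393 for those with 4 or more.

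Windows of 1 Mb were compared by the log2 ratio of their shares of the lists, liver mets over tumor. Among 928 windows, the FOXA1 log2 ratio of shares had an SD of 0.23. The 3 highest lay on chromosome 14 at 33000001 to 34000000 (43 loops in liver mets and 20 in tumor, log2 ratio of shares 0.80), chromosome 10 at 86000001 (34 and 17) and chromosome 3 at 109000001 (57 and 29). The 3 lowest were on chromosome 14 at 64000001 (22 and 34, log2 ratio of shares -0.88), chromosome 7 at 83000001 (36 and 55) and chromosome 10 at 85000001 (30 and 40). Among loops with a value of 2 or more, the windows on chromosomes 3 and 7 changed direction, with log2 ratios of shares of -0.52 (95% interval -6.82 to 5.77) and 0.0635 (-3.79 to 6.36), which rest on too few loops to give a direction. Among 721 windows for HNF4G the SD was 0.28. The highest was on chromosome 10 at 25000001 to 26000000, with 39 loops in liver mets and 14 in tumor (log2 ratio of shares 1.38), where FOXA1 had 55 and 39. Chromosome 14 at 120000001 (35 and 17) and chromosome 6 at 93000001 (54 and 27) followed. The lowest were on chromosome 5 at 33000001 (33 and 56, log2 ratio of shares -0.78), chromosome 9 at 107000001 (87 and 140) and chromosome 11 at 50000001 (21 and 34). Over the 720 windows counted for both factors, the log2 ratios had a Pearson r of 0.0194 and a Spearman rho of 0.0393 across windows, which are not independent replicates.

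Single loops at the top value of 20 were named by position. On chromosome 1 a loop joined 16104155 to 16111543, with the starts of Rdh10 and Rpl7, to 16226104 to 16230020, with exon and intron of Stau2 and a start of the antisense gene Gm28095. It had a value of 20 in FOXA1 liver mets, FOXA1 tumor and HNF4G tumor and 8.44 in HNF4G liver mets. A second loop in FOXA1 liver mets joined 64118162 to 64123001, with the start of Klf7, to 64336323 to 64339814, where no gene was annotated. Its value in the other lists ran from 2.99 to 3.30. Several named loops ended at the anchor at 88697949 to 88703232, with the start of Arl4c. In FOXA1 liver mets the partner was an intron of Gm29538 at 88451050 to 88456627, in FOXA1 tumor the starts of Gm28888 and Gm29538 at 88460632 to 88468745 and the start of Glrp1 at 88505619 to 88511595, and in HNF4G tumor an unannotated anchor at 88427157 to 88429645. The first HNF4G liver mets loop joined an unannotated anchor at 86436614 to 86443599 to the start of Ptma at 86523562 to 86533110. The remaining named loops joined the Gm28888 and Gm29538 anchor to 88697949 to 88703232 in HNF4G liver mets, and to the neighboring anchor at 88703949 to 88707244, within 2 kb of a start of Arl4c, in both HNF4G lists.

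The anchor with the most loops differed between lists. In FOXA1 liver mets it was on chromosome 11 at 117821995 to 117831811, with the starts of Tk1 and Afmid, and had 80 loops, against 49 in FOXA1 tumor. In FOXA1 tumor it was on chromosome 15 at 78841676 to 78857967, with the starts of Cdc42ep1 and Lgals2, and had 64 loops, against 70 in FOXA1 liver mets. In HNF4G liver mets 2 anchors had the same number, and the first was on chromosome 19 at 5723745 to 5732662, with the starts of Ehbp1l1, Fam89b and Sssca1, with 49 loops, against 54 in HNF4G tumor. In HNF4G tumor it was on chromosome 11 at 119037193 to 119043809, with the start of Cbx8, and had 69 loops, against 25 in HNF4G liver mets.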

Values the study reported

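The study reported 21,790 Foxa1 binding sites gained in the liver mets cell line, a count of binding sites and not of loops. It described more long-range Hnf4g looping in the primary tumor line and a global gain of Foxa1 enhancer–promoter looping in the mets line. It gave no loop counts in the text, and its figure by range took Foxa1 loops near upregulated transcripts.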

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

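The tests in this part were chosen after the patterns they bear on were seen, except the difference with the same number of highest-value loops. That difference had been planned as an alternative. Of the tests chosen afterward, only the odds of a promoter anchor within span ranges had a measured value that was still unseen. The share of long loops moved in opposite directions in the comparison of liver mets with tumor, by 3.67 percentage points for FOXA1 and -3.42 points for HNF4G, with each interval on its own side of 0. The difference between the factors was not tested, since each group had 1 list. Whether loops of the lowest evidence carry either difference was left open. Among loops with a value of 2 or more the difference was -0.839 points for FOXA1 (95% interval -1.85 to 0.186) and -2.75 points for HNF4G (-4.24 to -1.26), and at 4 or more it was -3.32 points for FOXA1 and -0.929 points for HNF4G (-4.19 to 2.33). With the same number of highest-value loops it was -0.784 and -1.06 points. The value followed the span, so each of these filters selects on the span being compared and decides nothing about the evidence. For FOXA1, a deeper liver mets library cannot be told apart from a change in looping, since the ratio was above 1 at all spans and reached 1.43 between 1000 and 2000 kb, and the minimum of paired reads is not stated.

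For HNF4G, the tables argued against depth alone. A deeper or shallower library would shift loop numbers the same way at every span, while the ratio was 1.12 between 5 and 10 kb and 0.915 between 1000 and 2000 kb. More random ligation in the tumor list was tested by asking how many loops of 1 Mb or more were also in a FOXA1 list. The share was 9.69% of 6108 loops in tumor and 9.83% of 5586 in liver mets, a difference of -0.136 points (95% interval -1.22 to 0.939), so random ligation cannot be told apart from specific contacts at this number of loops. A difference between the cell lines in HNF4G looping stays open and untested.

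The number of loops at the top value of 20 also went opposite ways, with a ratio of liver mets to tumor of 2.88 for FOXA1 and 0.685 for HNF4G. That difference between the factors was not tested. A few crowded regions were argued against for FOXA1, because the number of 1 Mb windows holding such loops still had a ratio of 2.08 (95% interval 1.52 to 2.88), with 125 windows in liver mets and 60 in tumor. Depth cannot be told apart from a change in looping for FOXA1, where the ratio was above 1 at all value minimums tried and largest, 2.88, at the top value. For HNF4G the same count of windows was 47 in liver mets and 59 in tumor, a ratio of 0.797 (95% interval 0.531 to 1.19), whose interval includes both 1 and the ratio of loops, and 11 of the 111 tumor loops lay in 1 window on chromosome 11. Crowded regions thus stay open for HNF4G. For HNF4G depth alone was argued against, since the liver mets list with fewer top-value loops held more loops in all, a ratio of 1.02. The way the authors' adjustment set the values in each list, and a difference between the cell lines, stay open.

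The number of promoter loops went opposite ways as well, with a ratio of liver mets to tumor of 1.19 for FOXA1 and 0.987 for HNF4G, each interval on its own side of 1. That difference between the factors was not tested, and the HNF4G ratio lay close to 1. The opposite directions came from loops with both anchors at promoters, with ratios of 1.15 for FOXA1 and 0.940 for HNF4G (95% interval 0.923 to 0.957). Loops with exactly 1 promoter anchor had ratios above 1 for both factors, at 1.21 for FOXA1 and 1.02 for HNF4G (1.01 to 1.04). For FOXA1, depth cannot be told apart from a change in looping, because loops with a promoter anchor (1.19) and without (1.26) shifted the same way. For HNF4G, depth alone was argued against, since loops without a promoter anchor had a ratio of 1.14 (95% interval 1.12 to 1.16). The difference in loop span was argued against as the whole cause, because the odds ratio of a promoter anchor within span ranges was still 0.877 (95% interval 0.857 to 0.898). These intervals treat loops as independent. A difference between the cell lines stays open and untested.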

How the results depend on the processing

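Alternatives with a minimum value were chosen after seeing the data. Of 88 values over 13 results, 34 stayed inside the interval of the value reported, 47 moved outside it and 7 changed direction from a value whose interval left out no change. Another 2 changed sign from a value whose interval included 0. Both are correlations across chromosomes, at 0.423 with a value of 2 or more and 0.262 with autosomes only, against -0.0733. The cause was not tested unless stated.

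With loops of 20 kb or more, the ratio of loop numbers was 1.23 for FOXA1 and 1.01 for HNF4G, the FOXA1 long-loop difference 3.004 points, and the shared loops 36.2% for FOXA1, 28.0% for HNF4G, 33.1% for both factors in tumor and 39.3% in liver mets. Sharing is lower by construction there, since short pairs were shared most.

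With a value of 2 or more, the ratio of loop numbers was 1.44 for FOXA1 and 1.01 for HNF4G. The long-loop difference reversed to -0.839 points for FOXA1 and was -2.75 for HNF4G. Shared loops were 28.6%, 22.0%, 24.1% and 28.5% for the FOXA1 pair, the HNF4G pair, both factors in tumor and both in liver mets. The promoter difference was -3.48 points for FOXA1 and -4.00 for HNF4G. The ratio at Myc and Pvt1 was 2.14 for FOXA1 (interval 1.35 to 3.49) and 1.42 for HNF4G (0.638 to 3.25). The correlation across chromosomes was 0.423, of the other sign. With a value of 4 or more, the ratio of loop numbers was 1.78 for FOXA1 and reversed to 0.987 for HNF4G. The long-loop difference reversed to -3.32 points for FOXA1 and was -0.929 for HNF4G. Shared loops were 38.4%, 24.7%, 26.1% and 34.2% in the same order. The promoter difference was -4.80 points for FOXA1 and -3.71 for HNF4G. The ratio at Myc and Pvt1 was 4.29 for FOXA1 (interval 1.84 to 11.6) and 1 for HNF4G (0.186 to 5.37). The HNF4G interval included 4.29, so these ratios do not tell the factors apart. The correlation across chromosomes was -0.393. With a value of 6 or more, the ratio of loop numbers was 2.12 for FOXA1 and reversed to 0.879 for HNF4G, and at the top value it was 2.88 and 0.685. Because the value followed the span, these filters also select on span.

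By distinct anchors the FOXA1 ratio was 1.02, a count with little room to differ because the lists drew on common anchors. Long loops counted from 50 kb differed by 2.77 points for FOXA1 and -2.56 for HNF4G, and from 500 kb by 3.13 and -2.21. With the same number of highest-value loops from both lists the difference reversed to -0.784 points for FOXA1 and was -1.06 for HNF4G. This filter also selects on span, because the value followed the span. With anchors widened by 5 kb, shared loops were 64.0%, 56.2%, 61.7% and 67.8%, and as a share of the larger list 34.0%, 32.9%, 28.4% and 27.8%. The HNF4G promoter difference was -2.06 points within 5 kb of a start, -3.21 with protein-coding genes only and -0.0907 with exactly 1 promoter anchor, where the FOXA1 difference reversed to 0.0879 with an interval that included 0.

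Autosomes only and reciprocal overlap of anchors left every result they were run on inside its interval, which for the correlation across chromosomes included both signs. Of 30 alternative values of the 12 named windows, 28 stayed inside their interval. With a value of 2 or more, the log2 ratio of shares reversed to -0.52 on chromosome 3 at 109000001 and 0.0635 on chromosome 7 at 83000001, both with intervals that included 0.

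No paired analysis was possible because each list covers both replicates. For the same reason leaving out a replicate was not run. Minimums of paired reads, drawing down of paired reads, weighting by paired reads and the strength of shared loops were not run, since paired reads were not analysed here. Unknown depth limits every ratio of loop numbers.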

Other observations

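All tests in this part were chosen after the results were seen. The 6 pairs of lists allow the factor and the cell line to be set against each other. Each list enters the same-factor, same-line and neither pairs once, so the ratios between their geometric mean overlaps do not depend on list size. Lists of the same factor shared 1.03 times as many loops as lists with neither in common (95% interval 1.02 to 1.03 from leaving out each of the 20 chromosomes), and 1.19 times as many at a value of 6 or more. Lists of the same cell line shared 0.997 times as many. It was 0.985 (95% interval 0.942 to 1.03) at a value of 2 or more, 0.966 (0.942 to 0.991) at 4 or more and 0.970 (0.913 to 1.03) at 6 or more. None of these lay above 1, but 2 of the 3 intervals included it, so loops of the lowest evidence as a cover for a small cell line difference stay open. Among loops of 500 kb or more it was 1.01 (95% interval 0.974 to 1.05). A cover by short loops, which were shared most, thus cannot be told apart at this number of loops. Exchanged cell line names within a factor cannot be told apart either, since 0.997 and its inverse both lie next to 1. Whether factor or library batch lay behind the same-factor sharing was not tested, as the design does not separate them.

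Chromosome X held 295 of the 30542 anchors, or 0.966%, although it makes up 6.49% of the assembly and 4.36% of the protein-coding genes on these chromosomes. A low number of genes was argued against as the whole cause, because X had 0.311 anchors per protein-coding gene and the autosomes had 0.920 (chromosome 7) to 1.87. The copy number of X and its mappability were not tested, and no biological explanation was tested.

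Window ratios of shares were set against counting error by keeping shared loops fixed and dealing the loops of 1 list only to the lists at random, 1000 times. The SD of the log2 ratio of shares was 0.23 for FOXA1, against 0.19 to 0.23 in the redrawn sets, of which 1 was as large. For HNF4G it was 0.28, against 0.20 to 0.25, and 0 sets were as large. Counting error of independent loops was thus argued against as the whole cause for both factors, by a small margin for FOXA1. The highest FOXA1 window was equaled or passed in 761 sets and the lowest in 245, so those single windows did not stand out. The highest HNF4G window, on chromosome 10 at 25000001 to 26000000, was equaled in 1 set, and the lowest in 750. Over the 720 windows counted for both factors, the variance of the contrast between cell lines was 1.17 times that of counting error. It was 2.34 times for the contrast between factors and 1.04 times for that of cell line by factor. Loops that share an anchor are not independent, which may widen the spread beyond counting error and the redrawn sets. These values do not separate shared anchors from a regional difference between the cell lines, and both stay open.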
